A study of Homo sapiens with 36 samples. Its data were reported in "BRG1 HSA domain interactions with BCL7 proteins are critical for remodeling and gene expression" (2023).

How the data were processed

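RNA was measured in 3 human cell lines kept for 24 h with or without doxycycline (Dox). SW-13 is an adrenal carcinoma line that makes little or no BRG1 and BRM, the ATPases of the SWI/SNF chromatin remodelling complex. The iBRG1 line carries a Dox-inducible BRG1 construct, and the i∆HSA line carries the same construct without the HSA domain. Parental SW-13 cells given Dox show what the drug does without a construct. Ribosomal RNA was depleted and stranded total RNA libraries were sequenced. Per the methods of the study, the authors trimmed reads with Cutadapt, removed low-quality reads with Sickle, aligned to hg19 with STAR and quantified with Salmon. The deposited values are expected counts per gene symbol, not scaled between libraries, and 52.0% of them are not whole numbers. The labels list 36 samples, 6 in each of 6 groups, as letters A to C with 2 repeats of each letter. The table has 1 column per letter, 18 in all, so 2 listed samples stand behind each column and how they were merged is not stated. The design had assumed separate columns to be summed by letter. Each column was used as 1 library instead, giving 3 libraries per group. Alternatives that needed the repeats apart could not be run.

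Expected counts were rounded to whole numbers before each fit. Genes were kept by the filterByExpr function of edgeR with its default minimum count of 10 and minimum total of 15, which left 21367 of 58259 rows. These rows held at least 99.93% of the counts of each library. Libraries were scaled by TMM, and limma-voom was fitted to all 6 groups at once with no block, following the authors' choice of method. The limma version was 3.58.1, edgeR was 4.0.16, DESeq2 was 1.42.0 and R was 4.3.3. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change was over 1.5. Each Dox effect was Dox against untreated within a line. An interaction was the difference between the Dox effects of a pair of lines, and a baseline comparison set an untreated construct line against untreated SW-13. Levels are CPM (counts scaled to a common TMM-adjusted library size by edgeR), given as mean ± SD. A library with 3 or fewer counts of a gene was taken to be at the floor. Where every library of a group was at the floor, the fold was computed against it and is a lower bound.

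On simulated counts with 200 changed genes among 21040 tested, limma-voom recovered 94.5% of them with 3 false calls and 0 wrong signs, and made 0 calls in a contrast without change. DESeq2 recovered 95.5% with 7 false calls. These rates describe the simulated counts only. They give no rate of recovery or of false calls for the real libraries, where some called genes lie near the floor and some libraries differ in composition.

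The design, the processing alternatives, 11 gene lists and the rule for naming genes were set before the data were examined. SMARCA4 (the gene of BRG1), SMARCA2 (the gene of BRM), BCL7A, BCL7B, BCL7C and a list called study targets are always named. That list holds CRYAB, SPARC, CSF1, MYOF, SRPX2, SNCG, ITIH3, CD44 and CDKN1A, which the study names, and PLAU, which its text does not name. From each Dox contrast come the 5 largest increases and 3 largest decreases among called genes whose groups do not overlap and whose mean reaches 1 CPM in the higher group. From the interaction of iBRG1 and i∆HSA come the 5 largest positive and 3 largest negative called genes that reach 1 CPM in any group. A gene chosen by this rule is not reported here. The lists were study targets, SWI/SNF subunits, core matrix, matrix remodelling, integrins and adhesion, senescence-associated secretion, p53 targets, DNA replication, mitosis, ATF4 stress genes and the mitochondrial genome. They were tested with camera at a preset correlation of 0.01 and adjusted over the 33 tests of 11 lists in 3 Dox contrasts. The alternatives were edgeR's quasi-likelihood test, DESeq2, quality weights, other scalings and filters, equal depth, a block for the letter, other call limits, fry, and leaving out each library. After the data had been seen, 4 alternatives were added: leaving out the untreated A libraries, removing 3 clone-named loci, using their share as a covariate, and removing trends with GC content and length. The genes with an annotation match were also fitted alone as the reference for that last one. Equal depth means that counts were thinned to the smallest library total, not to equal counts outside the clone-named loci.

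Gene positions are 1-based on GRCh37, the assembly also called hg19, from GENCODE v44lift37. They were matched by symbol, or by an older symbol that the RefSeq table of GRCh38.p14 lists for a single gene, and 73.3% of the tested genes had a match. Clone-based symbols often had none, so no position is given for AC092143.1 or CTD-3148I10.15. Older symbols were added to the match after the data had been seen. Columns of a group were compared before averaging, and the chi-square per degree of freedom of each pair was 15.4 or more, so no pair was a copy of one library.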

Results

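Transcript counts were compared in iBRG1, i∆HSA and parental SW-13 cells after 24 h with or without Dox, with 3 libraries in each of 6 groups. Library totals ran from 28143781 to 55762739 counts, and 28446 to 31588 genes were detected per library. The smallest library was untreated SW-13 replicate A. Its floor of 3 counts was 0.13 CPM, against 0.051 CPM in the largest library. Libraries of a group correlated at r = 0.9782 to 0.9864 across genes, which are not independent replicates. The untreated A libraries of all 3 lines stood apart in composition. In them, 3 clone-named loci (CTD-2328D6.1, AC010970.2 and a locus named after clone CH507) took 17.3% to 26.2% of their counts and 1.09% to 5.86% in the other 15 libraries. With such totals the 95% Wilson interval of the highest share was 26.21% to 26.24%, which covers counting error alone.

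**Figure D1:**
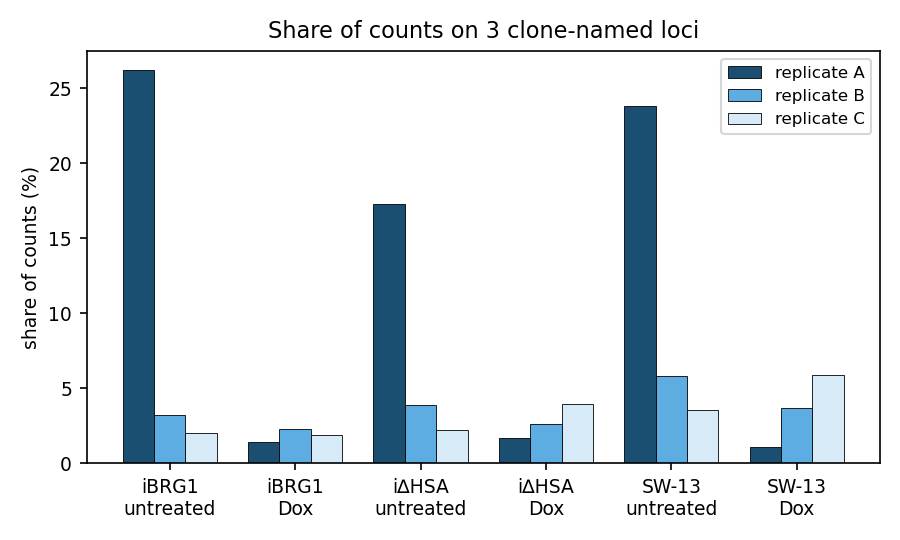
Share of all counts (%, vertical axis) on the 3 clone-named loci in each of the 18 libraries, by group and replicate letter. The untreated A libraries lie at 17.3% or above and the other libraries at 5.86% or below.

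The first question was whether Dox induced the constructs. SMARCA4 (chromosome 19, 11071608 to 11190102, protein coding) rose in iBRG1 from 43.2 ± 4.73 to 243 ± 28.6 CPM (SD, n = 3). Its log2 fold change there was 2.51 ± 0.097 (SE) with a limma-voom adjusted p of 6.91e-11. In i∆HSA it rose from 49.4 ± 3.38 to 153 ± 14.8 CPM, a log2 fold change of 1.63 ± 0.096 with an adjusted p of 6.87e-08. In SW-13 it was 38.4 ± 1.44 CPM untreated and 34.9 ± 2.02 CPM with Dox, with an adjusted p of 0.839. The rise was larger in iBRG1 than in i∆HSA by 0.88 on the log2 scale, with an interaction adjusted p of 0.00711. These counts do not separate construct from endogenous transcripts. Among the alternatives, scaling by library totals moved the iBRG1 change the most, to 2.65.

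**Figure D2:**
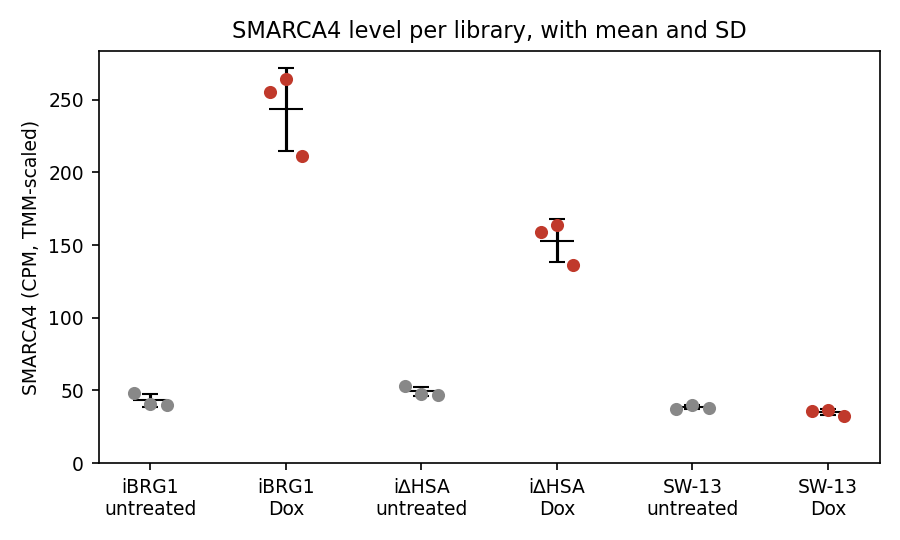
SMARCA4 level (CPM of the TMM-scaled library, vertical axis) in each library (points) with the mean and SD of 3 libraries (bars) for the 6 groups. Both construct lines rise with Dox, to 243 CPM in iBRG1 and 153 CPM in i∆HSA, and SW-13 does not.

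The BCL7 genes were examined because their proteins bind the HSA domain. BCL7A was at 25.1 ± 1.45 CPM in untreated iBRG1 and 24.9 ± 1.56 CPM with Dox. In i∆HSA it was at 25.3 ± 1.73 and 25.4 ± 2.05 CPM. BCL7B and BCL7C were not called in any line either, and the lowest adjusted p among the 3 genes and 3 lines was 0.391, for BCL7C in iBRG1. SMARCA2 stayed at or below 0.53 CPM in 17 libraries and was at 6.81 CPM, from 342 counts, in untreated i∆HSA replicate C, so the i∆HSA value rests on 1 library. It was not called in any Dox contrast.

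The main comparison asked how many genes respond to each construct. In iBRG1, 314 genes were called, 283 higher and 31 lower with Dox. In i∆HSA, 94 were called, 76 higher and 18 lower. There, quality weights gave 82 higher and 37 lower, and a fit of only the groups compared gave 48 and 5, so the number of lower genes depends on the fit. In SW-13, 4 were called, all higher, and 1512 genes had an unadjusted p under 0.05. Some other fits called lower genes there too: DESeq2 gave 14 higher and 4 lower, and no filter 7 and 3. A fit of only the groups compared gave 3 and 2, while library totals and equal depth gave none lower. The iBRG1 count was 913 with no fold limit, 641 higher and 272 lower. A test against a fold change of 1.5 itself left 71, all of them higher. With library totals in place of TMM, 364 genes were higher and 7 lower in iBRG1, so that number of lower genes depends on the scaling. The i∆HSA count fell to 53 without untreated replicate C of that line. Among all tested genes, called or not, the 2 groups did not overlap for 20% in iBRG1, 19.2% in i∆HSA and 14.1% in SW-13, where chance gives 10% with 3 libraries against 3.

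In iBRG1 the 5 largest increases were VWF, DEFB103B, SPARC, MYOF and EGF. VWF (chromosome 12, 6058043 to 6233936) rose to 1.61 ± 0.238 CPM from the floor, at least 19.8-fold higher. DEFB103B (chromosome 8, 7286410 to 7287870) reached 1.04 ± 0.22 CPM, at least 12.8-fold higher, and is uncertain because a near-identical copy exists. SPARC (chromosome 5, 151040657 to 151066536) rose from 0.116 ± 0.132 to 2.9 ± 0.885 CPM with an adjusted p of 0.00115. MYOF (chromosome 10, 95066186 to 95242091) rose from 0.326 ± 0.125 to 12.7 ± 1.17 CPM with an adjusted p of 4.85e-08. EGF (chromosome 4, 110834039 to 110934922) rose from 0.185 ± 0.228 to 3.52 ± 0.555 CPM. Untreated SW-13 had 1 ± 0.159 CPM of EGF, and untreated iBRG1 was called lower than it at baseline. The largest decreases were AC092143.1, ZNF491 and SNORA3, with log2 fold changes of -1.50, -1.19 and -1.18. Each of these lost its call in some fits that left out 1 library, and the SNORA3 symbol covers 6 annotated loci.

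In i∆HSA the 5 largest increases among genes reaching 1 CPM were KRT80, SRPX2, MYOF, KIRREL and EMP1. EGF stayed below that level there, at 0.637 ± 0.198 CPM with Dox, and was at least 9.32-fold higher than untreated. Its mean with Dox stayed below the 1 ± 0.159 CPM of untreated SW-13. KRT80 (chromosome 12, 52562780 to 52585798) rose from 0.0775 ± 0.0574 to 1.04 ± 0.133 CPM. MYOF rose from 0.786 ± 0.267 to 5.95 ± 0.434 CPM with an adjusted p of 3.21e-06. EMP1 (chromosome 12, 13349657 to 13372875) rose from 2.82 ± 0.531 to 14.5 ± 1.82 CPM. Untreated SW-13 had 11.8 ± 1.66 CPM of EMP1. For KIRREL it had 1.76 ± 0.372 CPM, against 0.599 ± 0.138 CPM in untreated i∆HSA. EGF, EMP1 and KIRREL were called lower in untreated i∆HSA than in untreated SW-13, and KRT80, SRPX2 and MYOF were not. The rises of EGF, EMP1 and KIRREL thus started below the parental level. The largest decreases were CT45A6, ATAD3C and RTN1, with log2 fold changes of -1.43, -1.07 and -0.98. CT45A6 and ATAD3C belong to families of similar genes and are uncertain. RTN1 had an adjusted p of 0.0479 and lost its call in each of the 6 fits that left out 1 i∆HSA library.

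The called genes of the construct lines overlapped. Both lines called 57 genes in the same direction, 55 higher and 2 lower, which was 60.6% of the i∆HSA calls. Independent sets of these sizes would share 1.38 genes, and Fisher's exact test gave an odds ratio of 132 with p = 1.58e-83. The test covered the genes called in both lines whatever their direction, SMARCA4 among them. Genes are not independent, and both sets come from the same fit with a shared variance per gene. The p therefore only describes the overlap. Only ATAD3C was called in opposite directions, and its i∆HSA call was lost in 9 of 20 alternatives, 5 of which left out 1 library, with adjusted p from 0.00969 to 0.296 over all 20. The 283 genes that rose in iBRG1 had a median log2 fold change of 1.17 there, 0.44 in i∆HSA and 0.0145 in SW-13. With genes at the floor set to their bounds the i∆HSA median was 0.43. Of these genes 253 changed upward in i∆HSA and 147 in SW-13. They were chosen on the iBRG1 libraries, which raises the iBRG1 median. The 76 genes that rose in i∆HSA had a median of 0.98 there and 1.04 in iBRG1.

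**Figure D3:**
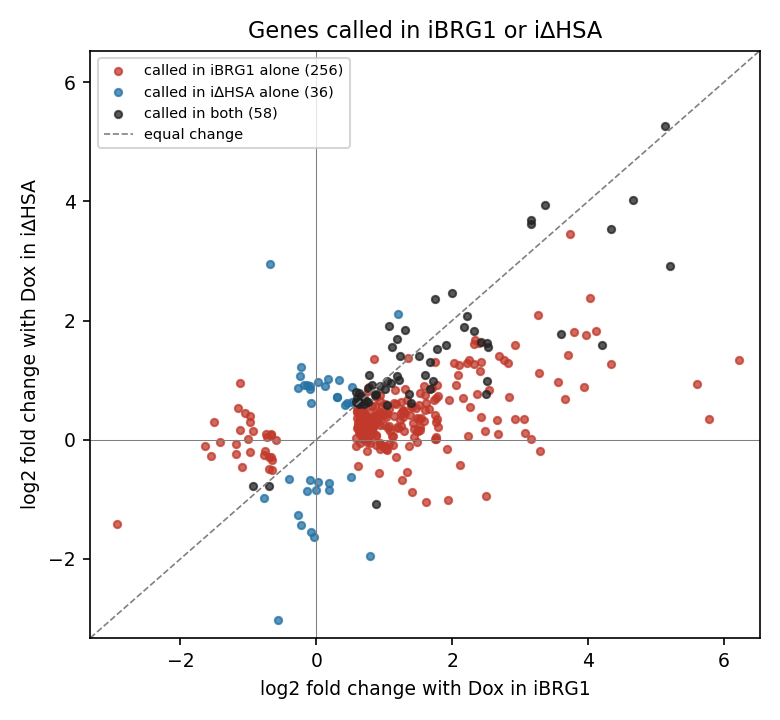
Log2 fold change with Dox in iBRG1 (horizontal axis) and i∆HSA (vertical axis) of each gene called in either line, with the line of equal change dashed. Of the 58 genes called in both, 57 change in the same direction.

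A gene called in one line and not in the other need not differ between them, so the difference was tested. The Dox effects of iBRG1 and i∆HSA differed for 47 genes, 38 more positive and 9 more negative in iBRG1. Of the 256 genes called only in iBRG1, 35 were among them. The count was sensitive to processing and to single libraries. It was 20 with library totals, 96 with DESeq2 and 23 without untreated i∆HSA replicate B. A test against a fold change of 1.5 left 1. The positive differences reported here, among genes reaching 1 CPM, were in DEFB103B, S100A16, CTD-3148I10.15 and CRYAB. S100A16 (chromosome 1, 153579362 to 153585621) rose from 0.145 ± 0.0127 to 1.4 ± 0.279 CPM in iBRG1 and was 0.325 ± 0.108 and 0.326 ± 0.0479 CPM in i∆HSA, with an interaction adjusted p of 0.00248. CRYAB (chromosome 11, 111779288 to 111794446) rose from 0.823 ± 0.212 to 9.82 ± 0.25 CPM in iBRG1 and from 0.925 ± 0.206 to 1.82 ± 0.101 CPM in i∆HSA, with an interaction adjusted p of 0.00131. The largest negative differences were in SNORD3C, FNDC5 and RNU5A-1, of which SNORD3C and RNU5A-1 are small RNAs with similar copies. These calls were not steady: they were lost in 9 of 27 alternatives for FNDC5, 7 for RNU5A-1 and 4 for SNORD3C. DEFB103B lost its call in 4 of 25, with adjusted p from 0.000869 to 0.984, the last with edgeR, and CTD-3148I10.15 in 1 of 24.

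Not every gene of the study targets list differed between the lines. CDKN1A (chromosome 6) rose from 1.02 ± 0.118 to 2.15 ± 0.184 CPM in iBRG1 and from 2.35 ± 0.422 to 4.63 ± 0.157 CPM in i∆HSA, and its interaction adjusted p was 0.946. PLAU rose from 0.928 ± 0.0478 to 4.38 ± 0.426 CPM in iBRG1 and from 0.738 ± 0.195 to 3.12 ± 0.0687 CPM in i∆HSA, with an interaction adjusted p of 0.872. SRPX2 was called in both lines with an interaction adjusted p of 0.744. SPARC differed by 4.67 on the log2 scale between the lines with an adjusted p of 0.0774. CSF1 was not called in iBRG1, with an adjusted p of 0.0919, but was called there in 2 of 21 alternatives. ITIH3 was called in iBRG1 with an interaction adjusted p of 0.426. CD44 did not pass the filter on low counts and was not tested. It had at most 16 counts in any library, and in CPM it was at least 2.91-fold higher with Dox in iBRG1.

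Against SW-13, the Dox effect differed for 149 genes in iBRG1 and for 35 in i∆HSA. The 4 genes called in SW-13 were CHAC1, ASNSP1, ATF4 and SLC7A11. ATF4 (chromosome 22, 39915700 to 39918688) rose from 77.3 ± 3.84 to 135 ± 3.17 CPM in SW-13 and from 68.8 ± 6.45 to 119 ± 2.73 CPM in iBRG1. In i∆HSA it was 44.9 ± 1.34 CPM untreated and 48.9 ± 2.14 CPM with Dox, with an adjusted p of 0.405. ASNSP1 is a pseudogene and its counts are uncertain. Without Dox, 1187 genes differed between iBRG1 and SW-13, 467 higher and 720 lower, and 1616 between i∆HSA and SW-13, 715 higher and 901 lower. With library totals the i∆HSA baseline had 700 higher and 670 lower, and with 10 counts in every library 602 and 612, so its excess of lower genes was not steady. In the iBRG1 baseline library totals gave 331 and 649, but no fold limit gave 1496 and 1542. Its excess of lower genes therefore nearly vanished without the fold limit. The lines therefore differed at baseline in more genes than Dox changed.

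Of the 11 gene lists, camera called 7 in iBRG1, 9 in i∆HSA and 4 in SW-13. Under fry 7, 6 and 3 of these held, and with an estimated correlation 7, 6 and 1. Camera also called lists when the 6 iBRG1 libraries were split in ways that mixed Dox and untreated, with a median of 5 and up to 9 lists. Each such split sets 2 libraries of one treatment and 1 of the other against the reverse, so part of the Dox effect stays in it and these counts give no level free of treatment. In iBRG1 the called lists were study targets, core matrix, matrix remodelling, integrins and adhesion, secretion, ATF4 stress and, lower with Dox, DNA replication. With library totals 7 lists were called in iBRG1, all higher with Dox, so DNA replication was not called lower under that scaling. The study targets list had 9 tested genes, all higher in iBRG1, with a median log2 fold change of 3.17, and 8 were called over all genes and 9 adjusted over the list alone. The study picked some of these genes from its own RNA sequencing, so for those the result is not independent evidence. In i∆HSA their median was 0.99 with 4 called over all genes and 6 adjusted over the list alone. Matrix remodelling had a median of 0.20 in iBRG1 with 11 genes called over all genes and 11 adjusted over the list alone. The ATF4 stress list had a median of 0.29 in iBRG1, 0.072 in i∆HSA and 0.31 in SW-13, with camera adjusted p of 2.24e-28, 0.00167 and 1.5e-52. It was higher with Dox for 37 of 39 genes in iBRG1, 29 in i∆HSA and 38 in SW-13, and 7, 0 and 3 of its genes were called over all genes against 8, 0 and 6 adjusted over the list alone. In i∆HSA the SWI/SNF subunit, mitosis and mitochondrial genome lists were called by camera and not under fry, with fry adjusted p of 0.0808, 0.114 and 0.0696. The p53 list was called in i∆HSA, with a median of 0.058, and not in iBRG1, where its camera adjusted p was 0.22 and its fry adjusted p 0.002. Core matrix was not called in i∆HSA by camera, with 0.173, and was under fry, with 0.0192. In SW-13 the other called lists were lower with Dox: DNA replication with an adjusted p of 0.0123, mitosis with 8.5e-06 and the mitochondrial genome with 0.015. Of these the mitochondrial genome was not called under fry. Matrix remodelling and secretion were called in SW-13 under fry and not by camera, with fry adjusted p of 0.0453 and 0.0498. In iBRG1 the secretion list had a median of 0.27, or 0.23 with genes at the floor set to their bounds, with 9 genes called over all genes and 10 adjusted over the list alone. For core matrix these counts were 10 and 12, and for adhesion 3 and 3. The SWI/SNF subunits, mitosis and mitochondrial genome lists were not called in iBRG1, with 0.141, 0.141 and 0.555.

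**Figure D4:**
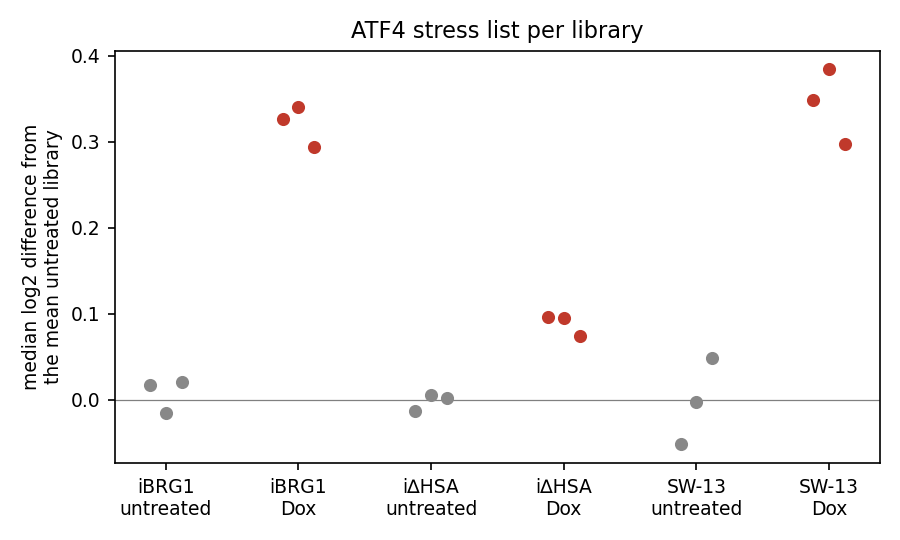
Median log2 difference of the ATF4 stress list from the mean of the untreated libraries of the same line (vertical axis), per library and group. With Dox the i∆HSA libraries lie between 0.0741 and 0.096, below the iBRG1 and SW-13 libraries, which start at 0.294.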

Values the study reported

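For the 24 h induction, the study reported 256 differentially expressed genes with iBRG1 and 68 with i∆HSA, each against control cells.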

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

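The tests of doxycycline response, construct mRNA level, untreated A libraries, depth and GC content for the interaction genes, and of the doxycycline response and GC content for the ATF4 list, were chosen after those results had been seen. The splits and the other tests of the ATF4 list were set out before their results were known.

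The Dox effect differed between lines by a direct test, for 47 genes between iBRG1 and i∆HSA, 149 between iBRG1 and SW-13 and 35 between i∆HSA and SW-13. When the line labels were drawn again within each treatment, after removing the additive effects of line and treatment, the real labels were 1 of 100 labelings giving as many genes in each of the 3 comparisons, and the others gave at most 3. In such draws a real difference in Dox effect stays as spread and can lower the counts. They therefore give no rate of false calls. For the Dox contrasts only 10 splits of 6 libraries exist, so no share under 0.1 can be had. The real split was the 1 of 10 with the most calls in iBRG1, i∆HSA and SW-13 and in both baseline comparisons. The other splits mix the groups compared, so a real difference becomes spread there too and their calls give no such rate. The count of genes shared by iBRG1 and i∆HSA was reached by 1 of 100 pairs of splits, the real one. Since the other splits called 0 or 1 gene in each line, they had nothing to share, and this count adds nothing on the overlap itself. For the gene lists, 5 of 10 splits in iBRG1 gave as many called lists as the real split, 1 of 10 in i∆HSA and 1 of 10 in SW-13. The other 4 in iBRG1 mix the treatments and keep part of the Dox effect, and 3 of them put untreated A with 2 Dox libraries, so they do not decide whether the lists follow the treatment. Without untreated A, camera called 9 lists in iBRG1.

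Among named genes, the log2 difference between iBRG1 and i∆HSA was 0.88 for SMARCA4, 2.58 for CRYAB, 2.29 for MYOF, 2.71 for SNCG, 1.96 for ATAD3C, 3.15 for S100A16 and 2.62 for CTD-3148I10.15. It was -2.06 for SNORD3C, -1.50 for FNDC5 and -1.28 for RNU5A-1. The fitted value of 5.45 for DEFB103B depends on the prior count, since its i∆HSA libraries are at the floor. SNCG had 4, 2 and 3 counts in untreated iBRG1 A, B and C, near the floor of 3 counts. Its untreated level was 0.0862 ± 0.055 CPM in iBRG1 and 0.372 ± 0.0302 CPM in i∆HSA. With Dox it was 0.694 ± 0.122 and 0.482 ± 0.0597 CPM. Its difference therefore rests largely on the low untreated level in iBRG1. Several technical explanations were weighed for the 47 genes. Without the untreated A libraries 20 of them were still called, at equal depth 28, and with GC and length trends removed 44, so none of these accounts for the whole set, though the first and second remove many calls and also leave fewer counts to test. A doxycycline response shared with SW-13 does not account for the 38 positive genes as a set, whose median log2 change in SW-13 was 0.0326 against 1.40 in iBRG1. Of them, 5 did rise in SW-13 by more than 0.5 of the iBRG1 change, and they are ASNSP1, ATF4, CHAC1, RP11-73M18.2 and SLC7A11.

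The lower construct mRNA in i∆HSA stays open, since a lower dose would also leave a smaller response. Of the 9 genes with a more negative effect in iBRG1, 2 were called as rising in i∆HSA, too few to decide. In these libraries the domain and the dose cannot be told apart, because each line carries 1 construct at 1 level. The study did examine protein: it reported comparable protein amounts and target responses among several i∆HSA clones. It also reported that both proteins bound across the genome to a comparable degree. The loss of the HSA domain is the difference the design names, and these counts do not test it apart from the dose.

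The ATF4 stress list differed between iBRG1 and i∆HSA with a camera adjusted p of 2.2e-15 and between i∆HSA and SW-13 with 1.65e-18, but not between iBRG1 and SW-13, with 0.923. Single genes followed it, with differences between iBRG1 and i∆HSA of 0.68 for ATF4, 1.16 for CHAC1, 1.01 for ASNSP1 and 1.04 for SLC7A11. The list's median rise in SW-13, which has no construct, was 0.31. A candidate explanation is a response to doxycycline that does not need the construct and is smaller in i∆HSA. The difference held without the untreated A libraries, with an adjusted p of 3.54e-16, and at equal library totals, with 1.27e-14. With GC and length trends removed it was 7.19e-15, over the 36 of 39 genes with an annotation match, and the median difference was 0.28. These values argue against the untreated A libraries, unequal library totals, and a GC or length trend as the whole cause. Why the i∆HSA line responds less was not tested. A difference between clones, or an effect of the construct, would both give it. Some genes called in iBRG1 and not in i∆HSA may therefore follow the drug rather than BRG1.

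Other lists also differed under both camera and fry, with the camera adjusted p given here over 33 further tests. Between iBRG1 and i∆HSA these were study targets at 8.03e-06, matrix remodelling at 0.000608, adhesion at 0.00467, secretion at 0.03 and DNA replication at 0.000631, with median differences of 1.65, 0.17, 0.092, 0.081 and -0.068. Between i∆HSA and SW-13 they were study targets at 1.18e-07, secretion at 0.0433 and mitosis at 1.47e-06. Between iBRG1 and SW-13 they were study targets at 5.96e-15, core matrix at 0.0336, matrix remodelling at 1.48e-05, adhesion at 1.47e-06 and secretion at 0.000234. The study picked some study targets from its own RNA sequencing, so their difference here is not independent evidence. The lists also overlap. Of the tested genes, 6 of 9 study targets, 19 of 36 secretion genes and 12 of 55 matrix remodelling genes are also in other lists. No technical explanation was tested for these lists.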

How the results depend on the processing

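Counts are given in the order iBRG1, i∆HSA and SW-13 for Dox, then the interactions iBRG1 with i∆HSA, i∆HSA with SW-13 and iBRG1 with SW-13, then the baselines of iBRG1 and i∆HSA, then shared genes. The reported counts were 314, 94, 4, 47, 35, 149, 1187, 1616 and 57. With no fold limit they were 913, 298, 15, 86, 64, 281, 3038, 5182 and 164. With a fold change over 2 they were 179, 42, 2, 30, 20, 81, 665, 831 and 28. Tested against a fold change of 1.5 itself they were 71, 12, 0, 1, 4, 18, 353, 434 and 10.

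DESeq2 gave 18 genes in SW-13 and interactions of 96 for iBRG1 with i∆HSA and 63 for i∆HSA with SW-13. Without a filter SW-13 had 10. With library totals i∆HSA had 58, the interactions were 20, 10 and 50, and SW-13 had 2 called lists. This scaling raised the median Dox change of all genes by 0.153 in iBRG1, 0.0543 in i∆HSA and 0.091 in SW-13. The share of higher calls was then 98.1% against 90.1% in iBRG1, 94.8% against 80.9% in i∆HSA, and 95% against 80.9% in its interaction with iBRG1. In the baselines it was 33.8% against 39.3% in iBRG1 and 51.1% against 44.2% in i∆HSA. With quality weights it fell to 68.9% in i∆HSA, from 119 calls. At equal depth i∆HSA had 59 and its interaction with iBRG1 29. A fit of only the groups compared gave 53 for i∆HSA, 90.6% of them higher. With an estimated correlation SW-13 had 1 called list.

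With the replicate block for the letter the counts were 307, 95, 4, 47, 34, 142, 1148, 1577 and 62, SMARCA4 changed by 2.50 and 1.63, and 7, 9 and 4 lists were called. Deviations from the group means correlated between libraries of the same letter at -0.179 to 0.103 in the Dox contrasts, so the letters did not pair there, and at 0.0508 to 0.259 in the baseline comparisons. The only named call lost was RTN1, with an adjusted p of 0.0514.

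Across fits that each left out 1 library, the counts ran from 230 to 285 in iBRG1, 53 to 72 in i∆HSA and 5 to 7 in SW-13. Interactions ran from 23 to 49, 22 to 30 and 104 to 144, baselines from 986 to 1111 and 1398 to 1587, and shared genes from 40 to 55. The lowest values for i∆HSA and for its interaction with iBRG1 came without untreated i∆HSA replicates C and B. For i∆HSA with SW-13 the lowest came without i∆HSA Dox replicate B, and in SW-13 the highest came without untreated replicate A. SMARCA4 changed by 2.45 to 2.61 in iBRG1 and 1.58 to 1.71 in i∆HSA, and called lists ran from 7 to 9, 7 to 9 and 3 to 4.

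The alternatives that left out the untreated A libraries, removed the clone-named loci, used their share as a covariate, or removed GC and length trends were chosen after seeing the data. Without the untreated A libraries the interactions of i∆HSA were 23 with iBRG1 and 21 with SW-13.

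Among named genes 63 alternative values were weaker, 7 stronger and 48 reversed. Every reversal was in a gene with no call in the line concerned, with adjusted p of 0.732 or more. BCL7A in i∆HSA was 0.00271 with edgeR, 0.00187 with DESeq2, 0.0132 with quality weights, 0.0565 with library totals and 0.00108 without the clone-named loci. With library totals, values in iBRG1 were 0.138 for BCL7A, 0.0848 for BCL7B and 0.0219 for BCL7C, and in SW-13 0.0231 for SPARC, 0.0421 for SNCG and 0.00879 for CDKN1A. BCL7C in i∆HSA was -0.00171 with quality weights, -5.76e-05 with 10 counts in every library, -0.00306 with only the groups compared and -0.012 without GC and length trends. BCL7C in SW-13 was -0.00918 at equal depth and -0.053 without those trends. SPARC in SW-13 was 0.0235 with DESeq2. In SW-13 SNCG was 0.141 with quality weights, 0.137 without the untreated A libraries and 0.0229 with the locus covariate. MYOF in SW-13 was -0.0493 at equal depth, -0.117 without the untreated A libraries and -0.134 with the covariate. ITIH3 was -0.104 at equal depth and SMARCA2 -0.625 with the covariate, both in SW-13.

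Leaving out 1 library, BCL7A ran from -0.0714 to 0.0184 in iBRG1 and -0.0515 to 0.0681 in i∆HSA, and BCL7C from -0.0476 to 0.0427 in i∆HSA and -0.00723 to 0.0597 in SW-13. Other ranges in SW-13 were -0.0186 to 0.889 for SMARCA2, -0.625 to 0.734 for SPARC, -0.42 to 0.349 for MYOF, -1.01 to 0.274 for SRPX2, -0.641 to 0.437 for SNCG, -0.245 to 0.894 for ITIH3 and -0.183 to 0.0148 for CDKN1A.

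The planned fits of the first repeats alone, of the other repeats alone, and of all listed samples, separately or with a correlation for the letter, were not run.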

Other observations

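The tests of the untreated A libraries and of the baseline spread were chosen after the results were seen. The tests of SMARCA2 and of the baseline median were set out before.

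The untreated A libraries of all 3 lines carried a high share of 3 clone-named loci. If those loci only diluted the rest, removing them would leave these libraries like the others. With the loci removed, 695 genes differed between the untreated A libraries and the rest of their groups, against 1 for untreated B, 0 for untreated C, 0 for Dox A, 0 for Dox B and 1 for Dox C. For the sets with 0, between 764 and 1050 genes had an unadjusted p under 0.05. Dilution alone is therefore argued against. A shared preparation or RNA quality of these 3 libraries stays open, since the labels give no batch. No biological explanation was tested.

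In untreated i∆HSA replicate C, SMARCA2 was at 6.81 CPM against at most 0.53 CPM elsewhere. Material of another kind in that library could bring many genes with it. Counting genes at 1 CPM or more and 5 times above every other library gave 1 in this library and 0 to 4 in the others. One library decides nothing here, so cells or RNA of another kind in that library and a true change in those cells cannot be told apart. No biological explanation was tested.

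Genes that respond to Dox in one construct line were looked up at baseline in the other. The libraries of this baseline did not enter the fold changes used for the choice. They did enter the variance, since all 6 groups were fitted at once. The 282 genes called higher in iBRG1, SMARCA4 apart, had a median log2 difference of 0.091 between untreated i∆HSA and SW-13, with 153 of them higher. This median was at percentile 100 of 10000 lists matched on mean expression, whose central range was -0.0649 to 0.0426. The 75 genes called higher in i∆HSA had a median of 0.22 between untreated iBRG1 and SW-13, with 45 higher, also at percentile 100. A wider spread of such genes at baseline was argued against as the whole cause, since the number of higher genes was at percentile 99 in i∆HSA and 99.2 in iBRG1 among lists matched on the size of the change. Some construct expression without Dox is a candidate explanation. The study, however, detected neither protein by Western blot in uninduced cells, so any such expression was below that limit. SMARCA4 itself differed from SW-13 by 0.14 on the log2 scale in untreated iBRG1, with an adjusted p of 0.491, and by 0.35 in untreated i∆HSA, with 0.0312. Differences between clones would look alike and were not tested apart. Genes are not independent, so these percentiles describe these libraries.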
